A study of Homo sapiens with 2 samples. Its data were reported in "REG4 is a transcriptional target of GATA6 and is essential for colorectal tumorigenesis" (2015).

How the data were processed

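Total RNA was isolated from HT29 cells, an established human colon cancer cell line, after transfection with a control siRNA or with an siRNA against *REG4*. Per the methods of the study, the RNA was labelled with the GeneChip WT PLUS kit and run on Human Gene 2.0 ST arrays of Affymetrix, and GeneSpring was used to evaluate the arrays. The series holds 2 arrays, 1 per group (siControl and siREG4). One label of the siREG4 array names GATA6 as the siRNA target, whereas its title, its source name and the series title name REG4, and the array was grouped by its title.

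The authors deposited 1 table of log2 values with 44629 probe sets. A probe set is a group of short probes that together measure 1 transcript cluster. The log base is not given in the sources used here and was taken as 2, the usual scale of GeneSpring. The authors' table is centred per probe set on the median of the 2 arrays: the 2 columns sum to 0 within 1e-06 in every probe set, both column medians are 0.0, and the columns correlate at -1.0. That correlation comes from the centring. The deposited log2 values therefore carry 1 number per probe set, the difference between the arrays, and no signal level. Background correction, summarization, the normalization between arrays and any filter on probe sets are not given in the sources used here. Both arrays had a value of exactly 0 in 1838 probe sets (4.12%).

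Gene names came from an annotation of the platform, and gene types and synonyms of listed symbols from a RefSeq gene table. The annotation named 15835 probe sets with 1 symbol each and none with several. The other 28794 probe sets were unnamed here. The named probe sets covered 14812 genes, of which 11911 were protein-coding and 2901 were not. No probe set was named *REG4*, so the targeted transcript was not analysed here. The 651 genes with several probe sets were given the mean of their differences, and in 263 of them the probe sets had opposite signs.

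The difference was computed as the siREG4 value minus the siControl value. With 1 array per group there is no spread between replicates, so no p-value, SD or standard error of a difference was computed, and the number of arrays limits the precision of every value. Genes past a 1.4-fold difference were counted in each direction, following the fold threshold in the methods of the study. As the only available gauge of array noise, the differences of the keratin-associated protein (*KRTAP*) genes were used, which are hair genes taken to be silent in colon cells. This gauge was chosen after the data were seen and covers dim probe sets only.

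The comparison, the fold threshold, 33 gene lists and the rule for named genes were set before the data were examined. The rule named *REG4*, *GATA6* and *LGR5*, the 12 genes with the largest decrease and the 12 with the largest increase (without names that start with the small RNA prefixes SNOR, SCARNA, RNU, MIR, RNY or VTRNA, LOC, LINC and orf names and olfactory receptors), and from each list described its 2 lowest and 2 highest members. Other genes named below were chosen after their values were seen. Each list with at least 5 measured members was given the percentile of its median among the medians of 10000 random lists of the same size (random seed 1), drawn from protein-coding genes (or from non-coding genes for the lists of non-coding RNAs). A list was said to stand apart below percentile 1 or above percentile 99. The percentile describes these 2 arrays and is not a test of the conditions, since genes of a list are not replicates. A signal floor at percentile 60 of all values, matching of random lists on signal, and the choice of the brightest probe set per gene had been planned, and none could be applied to centred values. Random lists thus hold silent genes, which lie near 0, more often than lists of expressed genes do.

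The list percentile was tested on simulated data, with lists of 22 of the 11911 protein-coding genes as in the DNA replication list. Of 200 simulated lists with no shift, 4.0% stood apart. That is more than the share of random lists expected beyond percentiles 1 and 99. A shift of -0.3 was found in 100.0% of 100 simulated lists and a shift of -0.1 in 86.0%, with 0 in the wrong direction. The simulated lists were drawn from all protein-coding genes, silent ones included. The simulation therefore cannot show how often lists of expressed genes, or of genes that vary together, would stand apart from unmatched random lists. Alternatives were median centring and quantile normalization of the arrays, the first probe set per gene, a 2-fold threshold, all probe sets, the mean in place of the median, random lists from genes of every kind, genes that differed by 0.1 or more, small RNAs left out and protein-coding genes only. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.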

Results

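Gene expression was measured in HT29 colon cancer cells that had been transfected with a control siRNA or an siRNA against *REG4*, which encodes a secreted C-type lectin of the regenerating gene family. There was 1 array per group. For 14812 named genes the array labelled siREG4 was compared with the siControl array as a difference in log2 value, and no difference given here has a replicate check. The deposited values ran from -0.89 to 0.84 in the siREG4 column, were centred per probe set and held no signal levels. Their log base was taken as 2.

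The first question was whether the array carries the knockdown that its labels name. *REG4* had no named probe set and was not analysed here. *GATA6*, the transcription factor that 1 label of the siREG4 array gives as the target, differed by 0.07 on the log2 scale, which is 1.05-fold higher in the siREG4 array. *LGR5*, an intestinal stem cell receptor that the study places downstream of GATA6, differed by 0.21 (1.16-fold higher). Neither gene was lower, and neither passed the 1.4-fold threshold. The other regenerating family genes lay close to 0, from -0.06 for *REG1B* through 0.00 for *REG3A* and 0.01 for *REG1A* to 0.04 for *REG3G*. For scale, the 84 named *KRTAP* genes, hair genes that served as a background, had an SD of 0.09 across genes and ranged from -0.22 to 0.30.

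The next question was which genes differed between control and *REG4* siRNA. At the 1.4-fold threshold, 248 genes were lower and 224 were higher in the siREG4 array, out of 14812. Of the 11911 protein-coding genes, 243 (2.04%) were lower and 200 (1.68%) were higher. Differences of over 2-fold were found in 13 lower and 26 higher genes. None of the 84 *KRTAP* genes passed 1.4-fold in either direction (0 genes). The median difference over all genes was 0.0, and 61.9% of genes lay within 0.1 of 0.

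Several of the largest decreases among the named genes were in genes of DNA synthesis and its control. A probe set outside the 12 genes ranked here was lower still, at -0.89 in siREG4 and 0.89 in siControl, against -0.69 and 0.69 for *GINS1*. *GINS1*, a subunit of the replicative helicase, was 2.62-fold lower (-1.39). *TYMS*, the thymidylate synthase that supplies dTMP, was 2.35-fold lower (-1.23), and *E2F8*, an E2F family transcription factor, was 2.13-fold lower (-1.09). *NOX1*, the superoxide-producing NADPH oxidase of the colon epithelium, was 2.47-fold lower (-1.30). The other genes among the 12 largest decreases were *STYX* (-1.20), a catalytically inactive phosphatase relative, *SMAGP* (-1.16), *BGN* (-1.09), which encodes the matrix proteoglycan biglycan, *IL17RB* (-1.09), a receptor for interleukin 25, *CYB5A* (-1.06), which encodes cytochrome b5, *CCDC198* (-1.03), *ADD3* (-1.03), a membrane skeleton protein, and *SCCPDH* (-1.01).

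The largest increase was found for *VSIG1*, a junctional adhesion molecule of the gastric epithelium, which was 3.22-fold higher in the siREG4 array (1.68). *SOX4*, an SRY-related transcription factor, was 3.10-fold higher (1.63), and *CEACAM5*, which encodes carcinoembryonic antigen, was at 1.58. *FBXO32*, the ubiquitin ligase subunit known as atrogin, was 2.90-fold higher (1.53). Next came *ADGRF1* (1.48), an adhesion G protein-coupled receptor, *SPNS2* (1.42), a sphingosine-1-phosphate exporter, *CEMIP* (1.35), a hyaluronan-binding protein, *IGFL4* (1.29), *USP17L12* (1.27), *KLHL24* (1.23), *ADAM19* (1.21), a membrane metalloprotease, and *HIPK2* (1.21), a nuclear kinase. *USP17L12* has near-identical copies, and its probe set can read several of them. *MIR31HG*, a long non-coding RNA at 1.37, was left out of these 12 by the MIR prefix of its name.

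**Figure D1:**
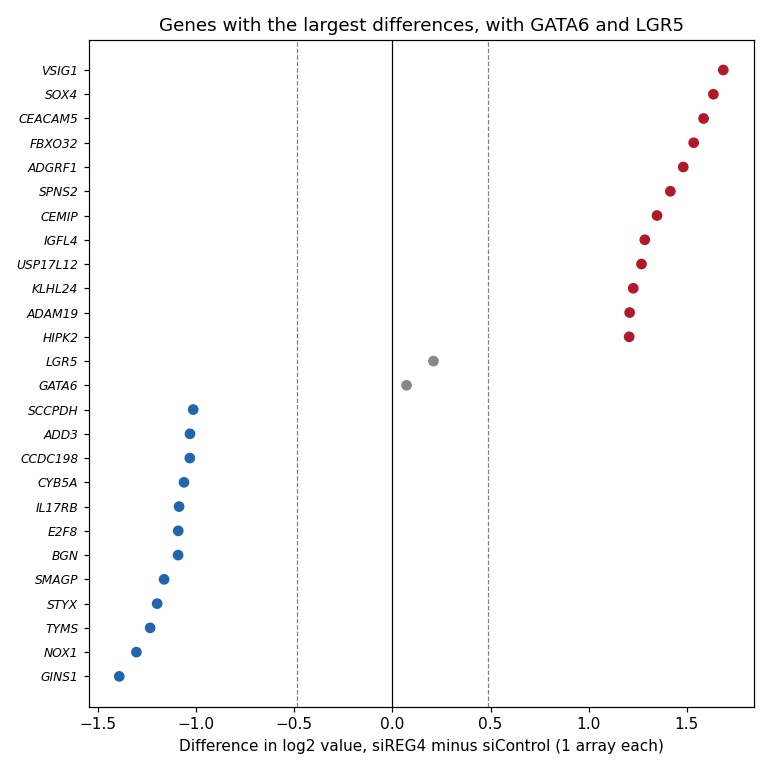
Difference in log2 value (siREG4 minus siControl, 1 array each, x axis) for the 12 genes with the largest decrease by the rule for named genes (blue), the 12 with the largest increase by that rule (red) and *GATA6* and *LGR5* (grey); dashed lines mark 1.4-fold. The 24 coloured genes run from -1.39 (*GINS1*) to -1.01 (*SCCPDH*) and from 1.21 (*HIPK2*) to 1.68 (*VSIG1*), while *GATA6* (0.07) and *LGR5* (0.21) lie between the dashed lines.

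Since the study had found slower growth after *REG4* knockdown, genes of cell division were examined as groups. These themes were also named by the study from arrays that include these 2, so they are not independent evidence of a direction. All 22 measured genes of the DNA replication list (46 listed) were lower in the siREG4 array, with a median of -0.55, and 12 of them passed 1.4-fold. They ranged from *GINS1* (-1.39) and *TYMS* (-1.23) to *DUT* (-0.10), a dUTPase, and *GINS3* (-0.02). The 7 measured *MCM* genes, which encode the replicative helicase and the replication factor MCM10, lay between -0.70 and -0.34. *FEN1*, the flap endonuclease that processes Okazaki fragments, was at -0.92, and *PCNA*, the polymerase clamp, at -0.57. Both were chosen after their values were seen, as were the *MCM* genes.

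Of the 52 measured genes of mitosis and cytokinesis, 51 were lower, with a median of -0.34, and 9 passed 1.4-fold. The lowest were *CCNA2* (cyclin A2, -0.63) and *CDK1* (the mitotic cyclin-dependent kinase, -0.61), and the highest were *KIF4A* (-0.01) and *BUB1B* (0.04). Nucleosome and centromere assembly genes had a median of -0.37 over 22 genes, with 6 lower past 1.4-fold and 0 higher. In that list, the histone-binding *RBBP7* was at -0.79 and the histone chaperone *ASF1B* at -0.70, whereas the histone chaperones *NAP1L1* and *ASF1A* were at 0.14 and 0.22. DNA repair genes had a median of -0.33 over 26 genes, and 6 were lower past 1.4-fold, among them the uracil glycosylase *UNG* (-0.78) and *BARD1* (-0.65), the partner of BRCA1. *RAD51C* (0.00) and *PMS2* (0.07) were the highest. Regulators of the G1 to S transition had a median of -0.27 over 19 genes, with 4 lower past 1.4-fold. *E2F8* (-1.09) and *E2F7* (-0.74), a pair of atypical E2F factors, were the lowest, followed by the phosphatase *CDC25A* (-0.69) and *MYBL2* (-0.68), and *E2F2* and *CCND3*, which encodes cyclin D3, were each at 0.16.

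Among 10000 random lists of protein-coding genes, the medians of these 5 lists lay at percentile 0.0. Together the lists held 141 measured genes, of which 130 were lower, 37 were lower past 1.4-fold and 0 were higher past 1.4-fold. The 37 genes made up 15.2% of all protein-coding genes lower past 1.4-fold. Of 29 lists with a percentile, 7 stood apart lower and 4 higher. Random lists were not matched on signal, because the values keep no level. Genes of other housekeeping functions lay less far below 0: ribosome biogenesis had a median of -0.14 over 23 genes (percentile 0.020) and oxidative phosphorylation -0.10 over 24 genes (percentile 0.14). In the latter, *COX5A* (-0.57) and *CYC1* (-0.56), subunits of the respiratory chain, passed 1.4-fold, while *COX7A2* (0.09) and the pseudogene *UQCRBP1* (0.10) were the highest. No complex I subunit (*NDUF* gene) was among the measured members. In ribosome biogenesis, *NOP16* (-0.42) and *NOC3L* (-0.41) were the lowest, and *NIP7* was at 0.13 and *RRP12* at 0.58. The percentiles of the ribosome biogenesis and oxidative phosphorylation lists were 4.14 and 4.16, outside the limits for standing apart, when only genes that differed by 0.1 or more were compared, a comparison that selects genes by the difference itself. The 49 cytosolic ribosomal protein genes had a median of 0.0, with 0 past 1.4-fold in either direction, from *RPS15A* and *RPL7L1* (each at -0.25) to *RPS28* (0.11) and *RPL39L* (0.14).

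Stress response genes as a group had a median above 0. The list of the unfolded protein and integrated stress response had a median of 0.10 over 18 genes (percentile 99.95), and 5 genes were higher and 0 lower past 1.4-fold. *SESN2*, a stress-induced inhibitor of mTORC1 signalling, was 2.18-fold higher (1.12) and *DDIT4*, another mTORC1 inhibitor, 1.62-fold higher (0.70). The serine synthesis gene *PHGDH* (-0.26) and the chaperone cofactor *SDF2L1* (-0.24) were the lowest. The 5 higher members also included *SEL1L* (0.64), *DDIT3* (0.58) and *ASNS* (0.54), whereas *ATF4* itself differed by 0.07. The list of CDK inhibitors and p53 targets had no CDK inhibitor among its measured members. Of its 11 measured p53 targets, 4 were higher past 1.4-fold and 0 lower. They were *SESN2*, *TP53I3* (0.64), *PLK3* (0.55) and *TP53INP1* (0.52). The lowest of that list were *AEN* (-0.19) and *TIGAR* (-0.17). Its median of 0.01 lay at percentile 64.0 and its mean of 0.22 at percentile 99.9. *SESN2* counts in both lists.

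Wnt target genes had a median of 0.08 over 21 genes (percentile 99.7). *DKK1*, a secreted Wnt antagonist, was 1.97-fold higher (0.98), *AXIN2*, a feedback inhibitor, 1.51-fold higher (0.59), and *RNF43*, a ligase that removes Wnt receptors, 1.49-fold higher (0.58). *CD44*, a hyaluronan receptor, was 1.58-fold lower (-0.66), and *MYC* was at -0.19. Of the 16 intestinal stem cell markers, 2 were lower past 1.4-fold (*CDCA7*, -0.80, and *CD44*) and 1 was higher (*RNF43*). Next to *RNF43*, *EPHB3* was the highest (0.40). Their median was 0.02 (percentile 76.7) and their mean -0.01.

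Differentiation and adhesion genes differed in both directions, and none of their list medians stood apart. Of 23 absorptive cell markers, 3 were higher past 1.4-fold, *CEACAM5* (1.58), *CEACAM6* (0.87) and *KRT20* (0.54), and 1 was lower, *ANKS4B* (-0.68), a brush border scaffold. The list median was 0.03 (percentile 90.9). *CEACAM5* and *CEACAM6* are close paralogs, and probe sets can share signal between them. The next lowest was *DPP4* (-0.33), a brush border peptidase. Among 23 genes of epithelial junctions and keratins, 5 were higher and 2 lower past 1.4-fold (median 0.0, percentile 52.6). *KRT80* (0.73) and *CLDN1* (0.70) were the highest, followed by *DSP* (0.62), which encodes desmoplakin, *KRT20* and *DSG2* (0.50), and the claudins *CLDN3* (-0.64) and *CLDN7* (-0.51) the lowest. Of 25 goblet and other secretory cell markers, 1 passed 1.4-fold, the protein disulfide isomerase *AGR2* (0.57), followed by *CREB3L1* (0.41), while *AGR3* was at -0.40 and *SPDEF* at -0.17 (median 0.00, percentile 59.1). None of the 14 measured GATA and intestinal transcription factors passed 1.4-fold in either direction (0 genes). *FOXA1* (0.43) and *SOX9* (0.20) were the highest, and *EHF* (-0.40) and *GATA3* (-0.32) the lowest. Their median was 0.0 (percentile 52.6) and their mean -0.02.

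Genes of the EGFR pathway, through which REG4 has been proposed to act, had a median of 0.04 over 23 genes (percentile 95.9), which did not stand apart from random lists. By its mean of 0.10 the list did (percentile 99.3). *ERRFI1*, a feedback inhibitor of EGFR, was 1.73-fold higher (0.79) and the AP-1 subunit *FOSL1* 1.53-fold higher (0.62), whereas *ETV4*, an ETS factor downstream of ERK, was 1.49-fold lower (-0.58). *SPRY2* was at -0.25. Among 17 apoptosis regulators, *BID* (-0.49) was just past the threshold, *XIAP* was at -0.29, and the survival genes *MCL1* (0.47) and *BCL2L1* (0.45) fell short of it (median 0.05, percentile 96.3). Cholesterol and fatty acid synthesis genes had a median of 0.07 over 27 genes (percentile 99.7). *HMGCS1* (0.61) and *MSMO1* (0.58), enzymes of cholesterol synthesis, were higher past 1.4-fold, and *STARD4* (-0.61), a sterol transporter, was lower, with the desaturase *SCD* at -0.43. Taken by its mean, this list lay at percentile 94.99 and no longer stood apart. Lipid genes had been taken as a theme of the study when the lists were set, so the choice of this list is not independent of it. The study's gene ontology analysis covered lowered genes only, whereas the median of this list was above 0.

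Responses that transfected RNA can provoke were also compared between the arrays. Both arrays came from transfected cells, so a response shared by them would cancel in the difference and cannot be seen here. Interferon response genes had a median of -0.0039 over 30 genes (percentile 44.4), and 1 passed 1.4-fold, *DTX3L* (-0.65), a ubiquitin ligase. *EIF2AK2*, the kinase PKR that senses double-stranded RNA, was at -0.44, *RIGI* at 0.25 and *ISG20* at 0.12. None of the 16 NF-kB and inflammatory genes passed the threshold (0 genes), with *ICAM1* at 0.41, *CXCL8* at 0.23, *LCN2* at -0.27 and *NFKB1* at -0.34 (median 0.03, percentile 87.8). Markers of cell types other than colon epithelium were also measured. The 9 neuronal and hepatic and 7 fibroblast and endothelial markers had 0 genes past 1.4-fold, with medians of 0.03 (percentile 79.6) and -0.03 (percentile 23.7). The neuronal and hepatic markers ran from *TTR* (-0.07) and *FGB* (-0.05) to *TF* and *APOC3*, each at 0.08. In the fibroblast and endothelial list, *ENG*, which encodes endoglin, was at -0.40, beyond the range of the *KRTAP* genes, and *CLDN5* was at -0.05, *VWF* at 0.01 and *LUM* at 0.03. Of the 9 immune markers 1 did, *CD68* (-0.75), which encodes a lysosomal membrane protein, followed by *GNLY* (-0.12), and *LYZ* (0.13) and *CSF1R* (0.06) were the highest. Their median was 0.03 (percentile 81.5) and their mean -0.06.

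**Figure D2:**
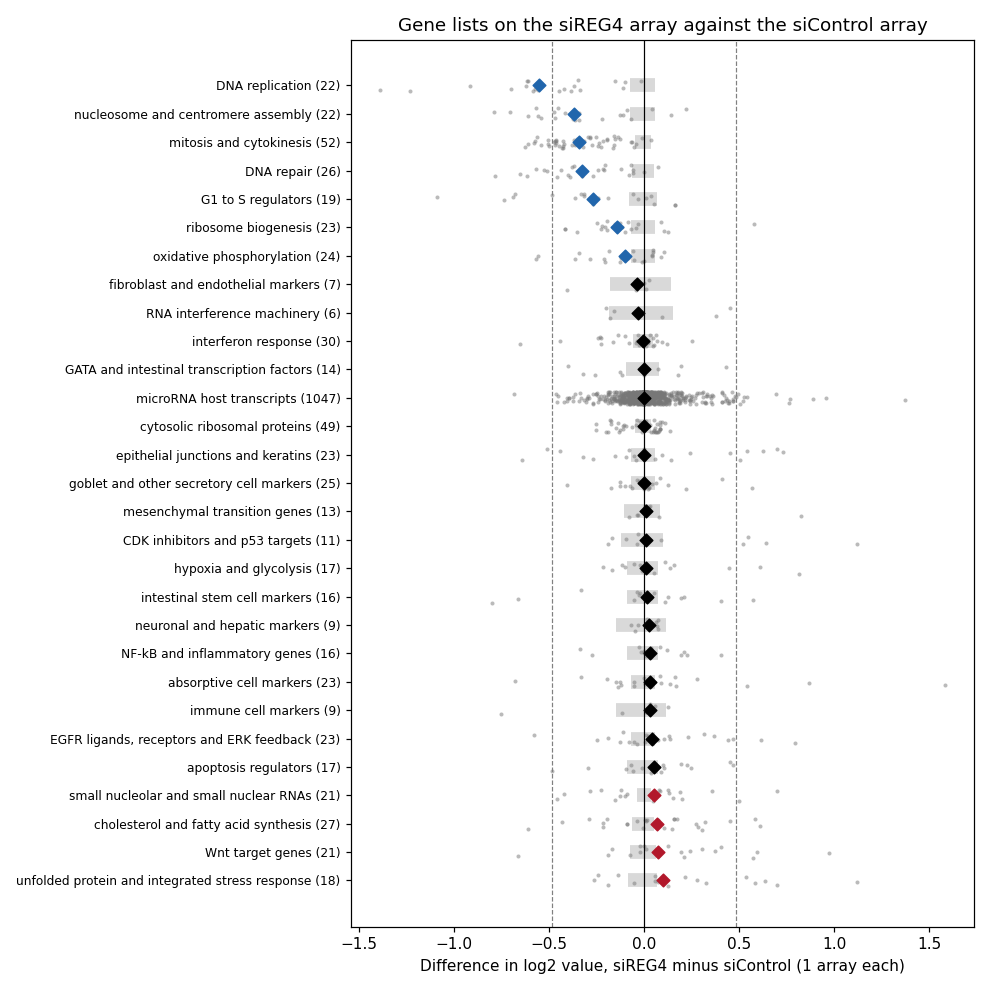
Difference in log2 value (siREG4 minus siControl, 1 array each, x axis) for the 29 gene lists with at least 5 measured members (number in brackets): dots are genes, diamonds list medians, grey bars percentiles 1 to 99 of the medians of 10000 random lists, and dashed lines 1.4-fold; the CDK inhibitor list holds p53 targets only and the small nucleolar list small Cajal body RNAs only. Medians of 7 lists lie below their grey bar (blue), led by DNA replication at -0.55, and 4 above it (red), the highest being 0.10.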

Values the study reported

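The study reported that GATA6 silencing in DLD-1 colon cancer cells lowered *REG4* by more than 75%. The threshold it applied to the HT29 arrays was 1.4 fold, for decreases. In the gene ontology analysis of genes lowered by both *REG4* and GATA6 knockdown, the study gave P = 9.7e-04 for the term on cell cycle phases.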

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

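The alternatives with the first probe set per gene, protein-coding genes only, random lists from genes of every kind, and genes that differed by 0.1 or more were chosen after the data were seen. Several planned settings were not run, because the centred values keep no signal level: both signal floors, the loess trend, the brightest probe set per gene and signal-matched random lists. The *REG4* difference was not analysed here. Centring each array on its median could move nothing, since both medians were already 0, and is not counted below. Quantile normalization left all 22 DNA replication genes lower and gave 239 lower and 230 higher genes in place of 248 and 224. A 2-fold threshold left 13 lower and 26 higher genes, and counting all probe sets, named or not, gave 491 lower and 466 higher. These changes follow from a stricter threshold and from more features. For *GATA6*, with 1 probe set, quantile normalization was the only alternative that could move the difference, and gave 0.072. The comparison among genes that differed by 0.1 or more selects genes by the difference itself, so its values are given as description and not counted. Over the other 4 alternatives, 41 of 44 percentiles of the 11 lists that stood apart kept their call and 3 lost it. The cholesterol and fatty acid list moved to percentile 94.99 by its mean, and small Cajal body RNAs to 80.7 by the mean and 98.6 against genes of every kind. Among genes that differed by 0.1 or more, the cholesterol list lay at 95.6, oxidative phosphorylation at 4.16, ribosome biogenesis at 4.14 and small Cajal body RNAs at 82.4. The list of p53 targets, which had not stood apart, lay at 99.99 in that comparison, with a median of 0.53. The cause of these moves was not tested. Of 72 percentiles of the other lists, 2 gained a call, both higher and by the mean: p53 targets and the EGFR list (99.3). The 5 cell division lists, the stress response list and the Wnt list kept theirs in all 4 alternatives counted. Of those 4, quantile normalization changed the list medians little. The first probe set per gene could change only the 651 genes with several probe sets. Kept calls under these settings are therefore a weak check. No paired analysis was possible because each group has 1 array. The depth of the signal over background is unknown.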

Other observations

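The tests in this part, and the groups of mitochondrial, autophagy, demethylase and lysosomal genes, were chosen after the data were seen, as were their named members. The percentiles of these groups describe groups picked for their values, and the processing alternatives were not run for them. Genes of the mitochondrial ribosome had a median difference of -0.17 over 73 genes (percentile 0.0), and 60 were lower in the siREG4 array, among them *MRPL40* (-0.53), *MRPL2* (-0.51) and *MRPL14* (-0.49). Genes of mitochondrial import and assembly had a median of -0.14 over 29 genes (percentile 0.0). Autophagy genes went the other way, with a median of 0.20 over 28 genes. Of these, 6 were higher past 1.4-fold, including *TP53INP2* (0.83), the cargo receptor *SQSTM1* (0.62), *NRBF2* (0.61) and *RB1CC1* (0.56), and 1 was lower, *GABARAPL2* (-0.52). Histone lysine demethylases had a median of 0.11 over 18 genes (percentile 99.95), 15 of which were higher, but only 4 past 1.4-fold. *KDM5B* was at 1.11, *KDM4A* at 0.73, *KDM6B* at 0.69 and *KDM7A* at 0.69. Lysosomal genes had a median of 0.02 over 29 genes, inside the range of random lists (percentile 87.6). Among lists fixed in advance and not described above, hypoxia and glycolysis (median 0.01, percentile 67.8), mesenchymal transition genes (0.01, percentile 63.9), RNA interference machinery (median -0.03, mean 0.06, percentile 27.8) and microRNA loci (0.0, percentile 38.4) did not stand apart, and the list of small nucleolar and small nuclear RNAs, whose 21 measured members were all small Cajal body RNAs (*SCARNA* genes), did (0.05, percentile 99.85, but 80.7 by the mean). In the hypoxia list, *NDRG1* (0.81) and *BNIP3L* (0.61) were higher past 1.4-fold, and *EGLN1* (-0.22) and *GPI* (-0.17) were the lowest. Of the mesenchymal genes, *THBS1*, which encodes thrombospondin, was higher past 1.4-fold (0.83), with *LOX* at 0.08, *TWIST1* at -0.04 and *SNAI1* at -0.08. RNA interference genes ran from *TARBP2* (-0.20) and *DGCR8* (-0.18) to *TNRC6B* (0.38) and *TNRC6C* (0.45). *SCARNA20* (0.70) and *SCARNA18* (0.50) were the highest small RNAs of their list, and *SCARNA9L* (-0.46) and *SCARNA22* (-0.42) the lowest. Among microRNA loci, *MIR1226* (-0.69) and *MIR4516* (-0.46) were the lowest. Lists of replication-dependent histones, the proteasome and mitochondrially coded RNAs had 0 named members. Medians of protein-coding genes per chromosome lay between -0.02 and 0.01 over 23 chromosomes.

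The lower level of DNA replication genes was weighed first. Independent noise of single probe sets would give both signs, and is argued against by 22 of 22 measured members being lower. Genes that vary together would also share a sign, so this count cannot show that the difference would repeat. A uniform shift of expressed genes is argued against as the whole cause by 198 housekeeping genes. These were ribosomal protein, ribosome biogenesis, respiratory chain and mitochondrial genes. Their lower quartile was -0.21, and the upper quartile of the replication list was -0.35. Most were gathered by name, with members such as the pseudogene *UQCRBP1* (0.10). Silent members would make a shift look smaller and could not be left out without signal levels. The median of the 198 genes, -0.11, leaves a part open. It rests partly on 73 mitochondrial ribosome genes (-0.17) and 29 import and assembly genes (-0.14), which were picked for their values. Among lists fixed in advance, cytosolic ribosomal proteins had a median of 0.0, oxidative phosphorylation -0.10 and ribosome biogenesis -0.14. A trend confined to some signal levels could not be examined. Slower growth after loss of REG4 may account for the pattern. On these arrays it cannot be told apart from an off-target effect of the siRNA. Nor can it be told apart from a difference between the cultures unrelated to the siRNA, since each group has 1 array. There was 1 array of cells given a REG4 siRNA and none for a further siRNA. Outside the arrays, the study lists more than 1 REG4 siRNA and reported lower *REG4* transcript and slower growth after REG4 siRNA. Its gene ontology terms on DNA metabolism and the cell cycle came from genes lowered by both REG4 and GATA6 knockdown.

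The label that names GATA6 was weighed next. If the siRNA on this array lowered *GATA6*, its transcript would be past a 1.4-fold decrease, and the difference was 0.073. The SD of 0.09 across *KRTAP* genes is a spread among genes taken to be silent, and not an error of the *GATA6* value. The lack of a decrease argues against a GATA6 knockdown on this array and would go with an error in that 1 label. A probe set that responds poorly stays open, since the values give no level, and the REG4 knockdown itself was not analysed here.

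Of 1022 microRNA genes, 10 were higher and 1 lower past 1.4-fold: *MIR31* (0.96), *MIR222* (0.77), *MIR21* (0.76) and *MIR221* (0.52) were picked for weighing after their values were seen, and the other higher ones were *MIR3189* (0.89), which lies inside *GDF15* (1.13), *MIR4522* (0.69), *MIR4644* (0.54), *MIR3125* (0.52), *MIR1299* (0.50) and *MIR4737* (0.49). A shift of all microRNA probe sets is argued against by a median of 0.0 over these genes. *MIR31HG*, the transcript around *MIR31*, was at 1.37, so the *MIR31* probe set may also read that transcript. Not every pair went together as *MIR31* and *MIR3189* did with the genes around them. *MIR549A*, inside *CEMIP* (1.35), was at -0.03, and *MIR643*, inside *ZNF766* (0.73), was at -0.07. For *MIR21*, the gene around it, *VMP1*, was at 0.16, which argues against a rise of *VMP1* as a whole as the source. A transcript that covers only the part of *VMP1* around *MIR21* could not be examined with 1 value for the gene. *MIR221* and *MIR222* had no named gene around them, and a biological cause stays untested.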
